# Strong correlation of gene counts and differentially expressed genes between a 3′ RNA-Seq and an RNA hybridization platform in transcriptome analyses from canine archival tissues

**DOI:** 10.3389/fvets.2025.1601306

**Published:** 2025-06-30

**Authors:** Alexander F. H. Haake, Alina K. Loriani Fard, Vladimir M. Jovanovic, Sandro Andreotti, Achim D. Gruber

**Keywords:** dog, FFPE, nCounter, pathology, QuantSeq 3′, oncology, veterinary

## Abstract

Analyses of nucleic acids from archival tissues offer invaluable prospects for numerous fields of veterinary medicine, such as the study of differential gene expression in rare or historic diseases. The establishment of modern methodologies, however, raises questions regarding the comparability and reproducibility of data obtained from unlike tools. 3′ RNA-Seq and direct RNA hybridization are such conceptually different approaches for high-throughput transcriptome analysis. Since both are applicable to short, partially degraded mRNA fragments, they in principle allow investigations of formalin-fixed, paraffin-embedded (FFPE) tissues that are abundantly available in pathology archives. Here, we compared the two methods in several relevant details using the RNA from the same set of 35 FFPE canine tumors as input, including sample- and gene-wise count levels, gene expression strengths and directions, as well as the overlaps of differentially expressed genes (DEGs). Both methods proved suitable for their use on archival tissues with moderately to very strong overall count correlations, as indicated by a range of Pearson and Spearman means between 0.66 and 0.87. Of note, the gene-wise count correlations depended on gene expression strength. In an entity-contrasting comparison, expression directions correlated very strongly ranging from 0.88 to 0.91, but DEGs overlapped only moderately with a Jaccard index of 0.53. Finally, we contrasted the different practically relevant aspects of the two technologies with their distinct advantages that depend on the objectives and design of the study. This comparison will guide and help to select the appropriate method and to validate and interpret the data obtained.

## 1 Introduction

Research and diagnostic institutions usually store formalin-fixed, paraffin-embedded (FFPE) tissues in archives, accumulating large numbers and variations of specific diseases, samples of rare entities, or otherwise valuable properties. Such archives represent a priceless resource for retrospective biomedical studies allowing basic and applied research in many fields, including comparative oncology. Recent technologies with different conceptual approaches (1–3) have made it possible to quantify specific RNA sequences from such samples that allow a deeper insight into the dynamics of disease-specific gene expression levels and gene regulation.

However, FFPE specimens pose particular challenges in terms of RNA quality and detectability, such as contamination with RNases and other inhibitory proteins (3, 4) or diverse chemical alterations (5). The latter include RNA degradation prior to fixation, chemical modification via cross-linking with peptides by formaldehyde, and fragmentation by high temperatures during paraffin embedding and prolonged storage (6–8).

Recently developed 3′ RNA-Seq methods, such as QuantSeq 3′, generate libraries from one sequence per transcript by capturing and sequencing short fragments at the 3′ end of polyadenylated RNA (9, 10), thereby requiring significantly fewer reads compared to conventional RNA-Seq. Moreover, poly(A) enrichment, rRNA depletion, and RNA fragmentation before reverse transcription are no longer needed which simplifies and accelerates processing. Additionally, transcript length bias usually seen in traditional next generation sequencing (NGS) techniques (11) where long transcripts are artificially overrepresented (12) is circumvented, facilitating bioinformatic processing. Moreover, by capturing only short sequences of 60–80 nucleotides (nt) from the 3′ end of mRNA, QuantSeq 3′ can be used for analyzing partially degraded RNA from FFPE samples.

Alternatively, RNA hybridization panels can be employed for the analyses of specific groups of genes involved in specific disease processes. nCounter® (13) represents such a technology, employing a panel of color-coded molecular barcodes to target a pre-selected set of RNA molecules for digital quantification without prior cDNA synthesis or amplification, as opposed to RNA-Seq methods. Each unique transcript target is hybridized to a capture and reporter probe pair to generate a target-probe-complex, yielding a single count per transcript (14). This assay currently allows the detection of 800 pre-selected plus 6–55 optional, user-defined transcripts. The preselection of targeted gene transcripts is either based on commercial gene expression panels, such as select aspects in oncology or immunology, or customizable for individual research endeavors. Importantly, even partially degraded RNA may serve as adequate input.

Despite overlapping applications, several decisive differences distinguish the two methods both in study goal and practical perspectives, which are summarized in Table 1. Depending on the goal and design of a study, the two methods offer different strengths and limitations. The QuantSeq 3′ system is particularly suitable for investigating entire pathways over virtually all cellular functions. Thus, the aim is to obtain a holistic overview of the differences between contrasting groups, or in studies that focus on, for example, biomarker identification. On the other hand, the nCounter® Canine IO Panel is suitable for studies that focus directly on immuno-oncological questions in dogs, including inflammatory subtypes of cancer and clinical research involving, for example, the testing of treatment effects (15–17). The major advantage of this assay is that even lowly expressed genes can be detected with a high sensitivity as a result of the targeted analysis, whereas in a whole transcriptome approach these genes are potentially not detected due to the much higher abundance of other genes. On the other hand, prior knowledge about the genes of interest or splice variants of the transcripts is necessary to generate specific nCounter® probes, thus limiting the discovery of new or unexpected transcripts. Furthermore, it is not always possible to differentiate between different known splice variants (18, 19). However, the same applies to the QuantSeq 3′ method, since a small number of nucleotides is used to infer the presence of transcripts.

**Table 1:** Overview of conceptual and practical differences between the QuantSeq 3′ and nCounter^®^ Canine IO Panel technologies.

	QuantSeq 3′	Counter^®^ Canine IO Panel
Approach	Mostly hypothesis-generating	Usually hypothesis-driven (immuno-oncological landscape of canine tumors)
Output	Whole transcriptome (dependent on reading depth)	800 preselected immuno-oncologically relevant genes, optional 6–55 used-defined genes
Principle of method	Strand-specific NGS libraries close to 3′ end of polyadenylated RNA One fragment per transcript Direct linking of number of reads mapping to a gene to its expression	Direct quantification of specific mRNA molecules using capture and reporter probe
RNA input	0.5–500 ng	1–100 ng
Consumables and reagents	QuantSeq 3′ mRNA-Seq Library Kit FDW for Illumina® or Ion Torrent™	nCounter® IO Canine Panel (XT CodeSets) nCounter® IO Canine Primer Pool nCounter® Master Kit (including cartridges)
Workflow	Library generation with oligo(dT) primers Library amplification NGS sequencing with customized sequencing primer (or T-fill reaction) Data processing	Hybridization of RNA samples with probes over night Load onto nCounter® analysis system Data import into and analysis with nSolver™ software
Data processing	Bioinformatic data analysis pipeline necessary (raw data processing, alignment to reference genome, software for differential gene expression analysis)	Autonomous evaluation using nSolver™ with Advanced Analysis plug-in
Laboratory equipment	Sequencer (Illumina® or Ion Torrent™)	nCounter® analysis system (SPRINT, Pro or MAX/FLEX)
Bioinformatic services	Complete workflow can be ordered from the company	None (but technical support for nSolver™ is available)
Required time	4.5 h with less than 2 h hands-on time	~15 min hands-on time, overnight hybridization
Suitable for	FF, FFPE, cell lysates	Any sample type (FFPE, FF, blood, etc.)
Multiplexing	Illumina® libraries: up to 96 external barcodes Ion Torrent™ libraries: 24 in-line barcodes	12 reactions per cartridge (in a single run)

FF, fresh frozen; FFPE, formalin-fixed, paraffin-embedded; NGS, next-generation sequencing; (m)RNA, (messenger) ribonucleic acid; FDW, forward; IO, immuno-oncological.

Several independent studies have shown that both QuantSeq 3′ (9, 20) and nCounter® (21–23) are suitable for gene expression profiling performed on partially degraded RNA isolated from FFPE tissues. In a comparison of nine different methods, both nCounter® and QuantSeq 3′ performed well on up to 15 year-old FFPE tissues (24). In addition, molecular subtypes of specific tumors have been accurately identified with both approaches from FFPE tissue samples (10, 25–28).

So far, however, the data output of these two technologies has not been compared to one another in terms of mutual validation and reproducibility when using RNA from canine archival tissues as input. A comparison of the two platforms’ performances on canine FFPE tumor tissue is particularly interesting, as the dog is considered a valuable model for naturally occurring cancers in humans and other comparative oncological studies (29–31).

Therefore, this study was designed to determine the correlation of gene expression data generated by QuantSeq 3′ and the nCounter® Canine IO Panel from three types of canine tumors. In order to exploit the full potential of the immuno-oncological emphasis of this nCounter® panel, two different oncological perspectives were chosen that included a strong immunological component. First, a stage-dependent comparison of early and late stages of a tumor with stereotypical spontaneous regression was selected to compare the performance on similar tissues. For this intra-tumor comparison, canine cutaneous histiocytomas (CCH) were employed. CCH is a common benign skin tumor generally of young dogs with progenitor cells to epidermal dendritic (Langerhans) cells as the cell of origin (32). CCH’s unique regression has been speculated to be due to an immune-mediated anti-tumor host response that warrants further investigation (33–37). The two stages compared here, namely group 1 and group 3 based on Cockerell & Slauson (38), represent early and late time points in the course of CCH regression: After a short period of complete absence of lymphocytes (group 1), superficial ulceration and basolateral lymphofollicular infiltration ensue (group 2), followed by progressive infiltration of the tumor by lymphocytes (group 3), and final tumor regression with a predominance of lymphocytes and coagulation necrosis of the histiocytic tumor cells (group 4) (38).

Second, an entity-contrasting comparison between the two most common glandular, perianal tumors in the dog – the hepatoid gland adenoma (HGA) and apocrine gland anal sac adenocarcinoma (AGASAC) – was elected. Despite their virtually identical site of origin, they represent both extremes on the dignity spectrum. While HGAs hardly ever develop invasive or metastatic behavior (39, 40), malignant AGASACs commonly metastasize early to regional lymph nodes (41–44). Thus, the biological differences and the different cells of origin served as another suitable setting for a technical and bioinformatic comparison of the two methodologies.

## 2 Materials and methods

### 2.1 Selection of FFPE tissue samples

A total of 35 FFPE tissue samples from 2012 to 2021 were obtained from the archive of the Institute of Veterinary Pathology. Specimens had originally been surgically excised from privately owned pet dogs and submitted for individual diagnostic and therapeutic purposes. Dog owners had given their consent and the work was ethically approved by the State Office for Health and Social Affairs, Berlin (StN 010/23). The tumors (AGASAC: *n* = 15, HGA: *n* = 10, CCH: *n* = 5 early stage, and *n* = 5 late stage) were selected based on histopathological diagnosis on hematoxylin and eosin stained slides by a board-certified veterinary pathologist. Tumor-adjacent tissue was removed to obtain largely homogeneous tumor cell masses. Further information on the individual tissue samples is provided in Supplementary Table S1.

### 2.2 RNA extraction from FFPE samples and RNA quality control

Five 10 μm FFPE scrolls were prepared from entire cross sections, collected in sterile centrifuge tubes and stored at −80°C. Total RNA was extracted using the PureLink™ FFPE Total RNA Isolation Kit (Thermo Fisher) according to the manufacturer’s guidelines. Total RNA concentrations were measured with the NanoDrop™ 2000c spectrophotometer (Thermo Fisher) and quality was determined using the Agilent 5200 Fragment Analyzer (Agilent Technologies, Inc., Santa Clara, United States) employing the DNF-471F33 - SS Total RNA 15 nt - FFPE Illumina DV200 method mode with a range of smear analysis from 200 to 20,000 nt. Only samples with a total RNA quality number (RQN) (45) of > 4 and a DV_200_ (percentage of RNA fragments over 200 nt in length) (46) of > 64.5% were chosen. For RNA quality classification, the Illumina® recommendations were applied, which denote a DV_200_ of > 70% as high and a DV_200_ of 50–70% as medium quality. For data on RNA quality, see Supplementary Table S2. Total RNA was treated with DNase I. Both the nCounter® and QuantSeq 3′ analyses were employed on the total RNA from the same isolation batches.

### 2.3 Direct mRNA hybridization

The RNA (150–250 ng) was hybridized to the nCounter® Canine IO Panel XT CodeSets (NanoString Technologies, Inc., Seattle, WA, United States), including probes representing 780 pre-selected genes and 20 “housekeeper” genes. A 30 probe Panel Plus (Supplementary Table S3) was added to the hybridization of the HGA and AGASAC samples following the manufacturer’s hybridization protocols (manual IDs: MAN-10023-11, MAN-10056-06). This Panel Plus included genes of further interest for this entity comparison. Hybridized samples were loaded onto the nCounter® MAX Analysis System’s Prep Station (NanoString) for purification and immobilization on sample cartridges, transferred to the Digital Analyzer for data collection and analyzed following the manufacturer’s user manual (manual ID: MAN-C0035-08).

Following the workflow described in the manufacturer’s recommendations (manual IDs: MAN-C0019-08, MAN-C0011-04), the reporter library files (RLF) and reporter code count (RCC) files were imported into the nSolver™ 4.0 Analysis Software (NanoString). Quality control and normalization followed default settings. Differential gene expression (DGE) analysis was implemented with the R 3.3.2-based Advanced Analysis 2.0 plug-in (version 2.0.134) with the recommended statistical settings. The raw, normalized, and DGE data were exported and read into R / Python Jupyter notebooks for further bioinformatic analysis and correlation calculations.

### 2.4 3′ RNA sequencing

The RNA was sequenced with QuantSeq 3′ (Lexogen GmbH, Vienna, Austria) at Lexogen Services. DNase I treated total RNA (500–1,000 ng from HGA and AGASAC; 375 ng from the early and late CCH stages) was processed with the QuantSeq 3’ mRNA-Seq FWD Library Preparation Kit (Lexogen) according to the manufacturer’s guidelines (user guide: 015UG009V0251) using the low-quality RNA protocol. Quality of the libraries was determined with the Agilent 5300 Fragment Analyzer (DNF-474-33 - HS NGS Fragment 1-6000 bp method mode). The samples were pooled in equimolar ratios. The library pool was quantified using a Qubit™ dsDNA HS assay kit (Thermo Fisher) and sequenced utilizing an Illumina® NextSeq™ 500 system with a SR75 High Output Kit. In total, 0.011 sequencing lanes were used per sample, resulting in an output of 4,025,165 to 7,548,231 trimmed reads for the HGA and AGASAC samples with an average input read length of 63.41 to 71.6 nt and 5,426,266 to 7,783,141 trimmed reads for the CCH samples with an average input length of 66.21 to 71.65 nt.

The FASTQ sequencing files were first pre-processed (adapter trimmed, filtered) using Cutadapt (47) and subsequently aligned to the NCBI Reference Sequence (RefSeq) assembly for the dog (*Canis lupus familiaris*) CanFam3.1 (48) (GCF_000002285.3) with the STAR aligner (49). Read counts per gene were generated with two rounds of featureCounts (50) to mitigate the effect of too short 3′ UTR annotations. Reads that remained unassigned in the first round were subjected to the second round of featureCounts on an adjusted annotation with a 3′ extension by 2 kilobases. Multi-mapped reads were retained and all counts distributed evenly across all mapping locations. For comparison with nCounter® counts, the raw gene counts were normalized with the edgeR package (51–53). DGE analyses were performed with R using DESeq2 (54). The workflow is fully accessible in figshare (see data availability, DOI: 10.6084/m9.figshare.25768587). The significance thresholds were set at a log_2_ (fold change) (log_2_FC) of ≤ −1 or ≥ 1 and an adjusted p-value (p_adj_) of ≤ 0.05.

As the nCounter® Canine IO Panel probes were designed using CamFam3.1, the same reference genome for QuantSeq 3′ read alignment was used for proper gene annotation comparison, despite the dog reference genome having been updated since. This same annotation offers a more robust background for comparison, as genes have been either dropped or added in the more recent genome.

### 2.5 Biological comparisons for differential gene expression

Two biological comparisons were chosen to test whether data sets stemming from an intra- or an inter-tumor contrast might be more prone to errors, possibly reflected in a weaker correlation of results from different measurements. For the inter-tumor, entity-contrasting comparison, the HGA (*n* = 10) was compared to the AGASAC (*n* = 15 for gene correlation, *n* = 11 for DGE) as baseline (from now on “HGA versus AGASAC”) and for the intra-tumor, stage-dependent comparison, the early CCH stage (*n* = 5) was compared to the late CCH stage (*n* = 5) as baseline (from now on “CCH early versus late”).

### 2.6 Correlation calculation

For correlation calculations of gene abundance, nCounter® read counts were normalized with nSolver™, while QuantSeq 3′ read counts were normalized using three different methods based on the full set of known genes (Figure 1). nCounter® reads were normalized in nSolver™ in a two-step process with positive control and “housekeeping” gene normalization. At the level of QuantSeq 3′ data normalization, three different commonly applied normalization methods were compared. These were TMM (Trimmed Means of M-values); the method used by edgeR, CPM (counts per million), and RLE (relative log expression); the method used by DESeq2. All three methods were implemented within the edgeR package.

**Figure 1:**
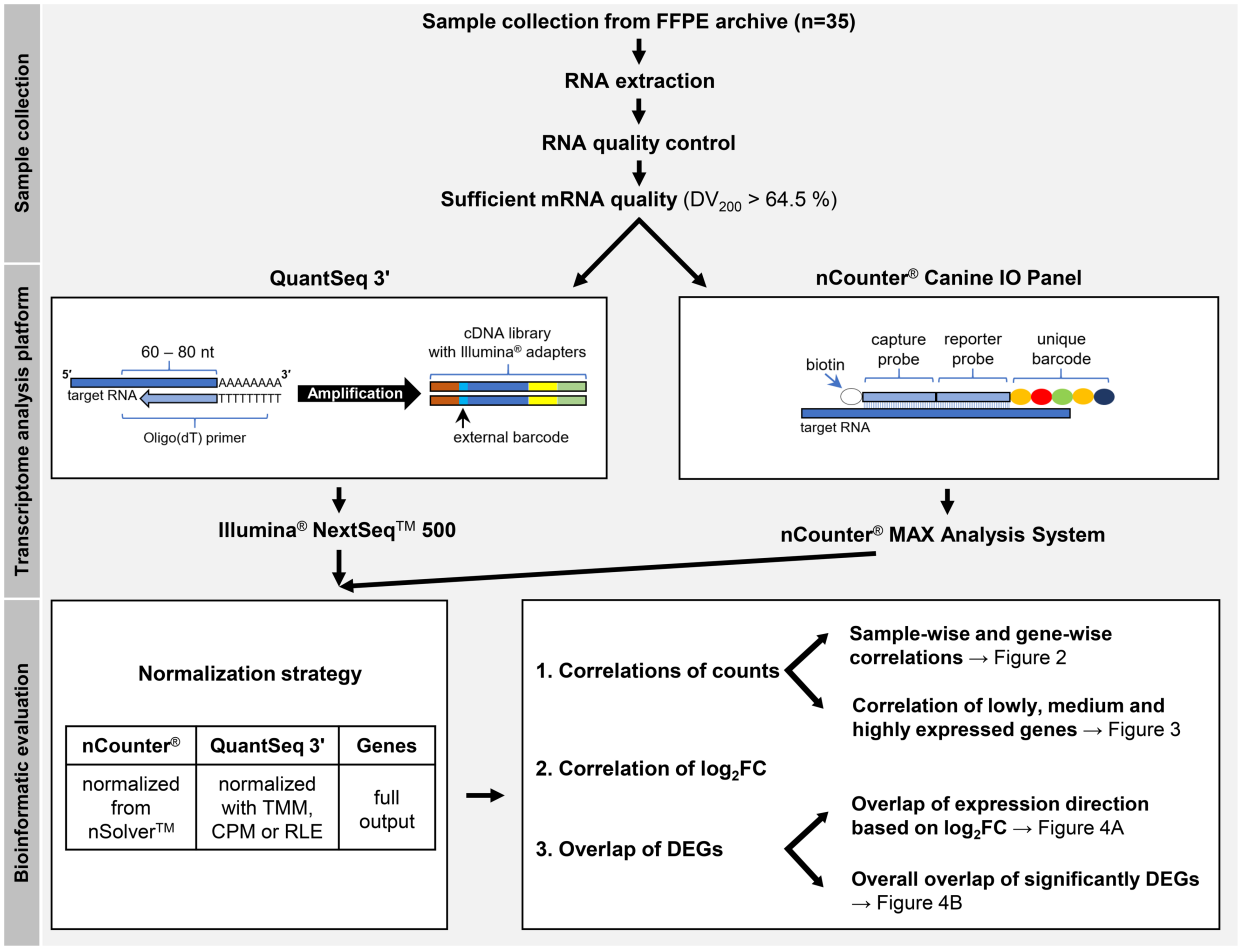
Study workflow. The schematic representations of QuantSeq 3′ and the nCounter^®^ Canine IO Panel depict the respective basic principles of the technologies. For correlation calculations of gene abundance, nCounter^®^ read counts were normalized with nSolver^™^, while QuantSeq 3′ read counts were normalized using three different methods based on the full set of known genes, not only the panel subset considered by nCounter^®^. At the level of QuantSeq 3′ data normalization, three different commonly applied normalization methods were compared. These were TMM (Trimmed Means of M-values), CPM (counts per million), and RLE (relative log expression). FFPE = formalin-fixed, paraffin-embedded, DV_200_ = percentage of RNA fragments over 200 nucleotides (nt) in length, DEG = differentially expressed genes, log_2_FC = log_2_ (fold change).

Different correlation coefficients were calculated for each the correlation of counts and the differentially expressed genes (DEGs) based on their log_2_FC values. The Pearson correlation coefficient indicated the correlation of counts and Spearman’s rank correlation coefficient the correlation of gene rank. To mitigate the effect of outliers, the Pearson correlation was also calculated on log-transformed counts with a pseudocount of 1 (from now on “Pearson-log”) for the sample-wise correlation calculation.

Count correlations were considered on a sample-wise (with Pearson-log and Spearman) and gene-wise (with Pearson and Spearman) level. The sample-wise level evaluated the correlation of counts of all genes per matched FFPE sample in both analysis methods used. The gene-wise level viewed the correlation of counts of an individual gene across the analyzed sample pairs.

The interpretation of the correlation strengths was based on previous publications for application in the medical field (55, 56): ≥ 0.8 = very strong, ≥ 0.6 to < 0.8 = moderately strong, ≥ 0.3 to < 0.6 = fair, and < 0.3 = poor.

For the “HGA versus AGASAC” comparison, all 25 samples were used for the sample- and gene-wise count correlations, as a higher sample size generally improves data reliability. For DEG correlation, only the 21 primary tumor samples were included, thereby decreasing some biological variability in the tissue background within the sample cohort. All 5 CCH samples in either the early or late stage were used in both count and DEG correlations.

### 2.7 p-value adjustment

Different procedures for the calculation of the false discovery rate (FDR) used for p-value adjustment during DGE calculation are routinely used. The nSolver™ user manual recommends using the Benjamini-Yekutieli (BY) procedure (57). On the other hand, DESeq2 routinely employs the Benjamini-Hochberg (BH) procedure (58). Thus, to allow for better comparisons, the BY method was employed on all data shown here, as it is the more conservative and discriminating of the two (59–61).

## 3 Results

### 3.1 Normalization of reads from both techniques and correlation of counts

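Total RNA from 25 canine FFPE tumor samples was sequenced with QuantSeq 3′, which reads each transcript near its 3′ end. The samples were 10 hepatoid gland adenomas (HGA), a benign perianal tumor, and 11 primary apocrine gland anal sac adenocarcinomas (AGASAC), a malignant one. The other 4 were metastases from the dogs of AGASAC primary tumors 1 to 4, in sublumbal lymph nodes by the labels. The authors deposited the number of reads counted on each of 24532 genes, without normalization, after trimming, alignment to CanFam3.1 and counting in rounds that extended the 3′ ends of the annotation, with multi-mapped reads split evenly over their locations. The counts on genes per sample ranged from 1562347 to 6389555 in HGA (median 2506085), from 2581453 to 4218340 in AGASAC primary tumors (median 2950459) and from 2857541 to 3289546 in the metastases (median 3102626). The paper reports its depth as trimmed reads, from 4025165 to 7548231 per sample, and the values given here use the counts on genes. A count of 0 allows up to 3 counts, which is 0.470 to 1.92 counts scaled to library size (CPM) depending on the sample, and these limits cover counting error only, since the reads carry no molecular identifiers that were used here. Differential expression was computed from the 21 primary tumors with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts, with Benjamini-Yekutieli adjustment, an adjusted p of at most 0.05 and a log2FC of at most −1 or at least 1 as thresholds. The log2FC is that of HGA relative to AGASAC. The choice of test, of the filter and of shrinkage could change these numbers, and so could the samples' batches. Both tumors were found in 3 of the 6 RNA extraction batches with at least 2 samples of each, and the sequencing file names fall into a pair of naming series, of which series A held 9 HGA and 3 AGASAC primary tumors and series B held 1 HGA and 7 AGASAC primary tumors.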

To begin, the genes included on the nCounter® Canine IO Panel were identified which are not annotated in CanFam3.1 and thus could not be routinely found in the QuantSeq 3′ data after alignment to this genome assembly. The genes were considered “missing” or without overlap between the two methods. It was consequently impossible to calculate correlation coefficients for these genes.

In the “HGA versus AGASAC” comparison, out of 830 genes included on the nCounter® panel with Panel Plus, 821 genes (98.9%) were found in the QuantSeq 3′ data. The following nine genes (1.1%) were missing in the QuantSeq 3′ data: FCAR, HAVCR2, IFNA7, IGHG, IGHM, IL2, MIF, TRAC, and TRBC.

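A search by symbol among the 24532 genes of the count table gave 0 of these 9 genes. The same search found all of the 599 genes of Supplementary Table S4, which lists 0 of the 9. A gene counted under another symbol is not found by such a search, and 8449 of the genes carry a LOC number in place of a symbol. Of the Panel Plus genes, which the paper gives as 30, the copy of Supplementary Table S3 used here lists 29, and 28 of these were found by symbol. The remaining one was GNLY, named here after the result was seen.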

Similarly, in the “CCH early versus late” comparison, out of 800 genes included on the nCounter® panel, ten genes (1.25%) were missing in the QuantSeq 3′ data: CCR2, FCAR, IFNA7, IGHG, IGHM, MIF, TRAC, TRBC, TRGC2, and TRGC3. Thus, 790 genes (98.75%) genes overlapped.

To determine the correlations on a count level, counts of all genes per matched FFPE sample analyzed with both nCounter® and QuantSeq 3′ (sample-wise level) were investigated. Overall, the sample-wise count correlations exhibited a narrow distribution of correlations and all correlation medians on this level were very strong in both biological comparisons (> 0.83).

For the “HGA versus AGASAC” comparison, data obtained with TMM provided a very strong count correlation (Pearson-log median: 0.87). All normalization methods, however, similarly yielded very strong count correlations (Pearson-log medians: > 0.84). All gene rank correlations were identically very strong (Spearman medians: 0.86) among all normalization methods (Figure 2A).

**Figure 2:**
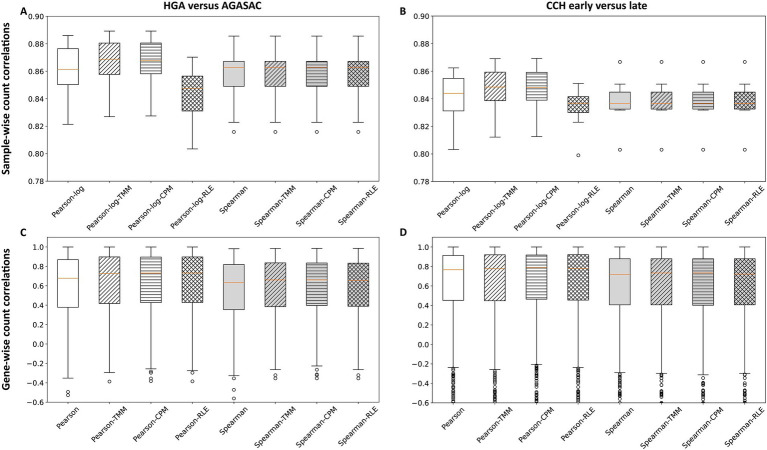
Correlation of counts from QuantSeq 3′ and the nCounter^®^ Canine IO Panel. The box plots show the sample-wise **(A,B)** and gene-wise **(C,D)** correlations of counts from both methods. Results for the entity-contrasting comparison (“HGA versus AGASAC”; **A,C**) and the stage-dependent comparison (“CCH early versus late”; **B,D**) are shown. The Pearson (for gene-wise) or Pearson-log (for sample-wise) correlation (white background) indicates the correlation at the count level, while the Spearman correlation (gray background) reflects the values at the gene rank level. The calculations were performed without normalization (patternless) and with three different normalization methods: Trimmed Means of M-values (TMM; obliquely striped), counts per million (CPM; horizontally striped), and relative log expression (RLE; reticulated). Orange horizontal line represents the median. Circles indicate outliers.

In the “CCH early versus late” comparison, the utilization of TMM also provided a very strong count correlation (Pearson-log median: 0.85). The data from all normalization methods, however, likewise yielded very strong correlations (Pearson-log medians: > 0.83). All gene rank correlations were equally very strong (Spearman medians: 0.84) among all normalization methods (Figure 2B).

For the sample-wise count correlation calculations in both biological comparisons, the application of TMM and CPM (medians: 0.87 and 0.85, respectively) both slightly improved the Pearson-log correlations compared to the correlations with no normalization (medians: 0.86 and 0.84, respectively). However, the application of RLE slightly decreased the correlations (medians: 0.85 and 0.84, respectively). No improvement was seen after implementing the three normalization methods on the Spearman correlations; here all coefficients were identical (medians: 0.86 and 0.84, respectively).

In summary, all sample-wise count correlations were very strong with TMM, CPM, and RLE. Both the Pearson-log and Spearman correlations were slightly stronger in the entity-contrasting comparison (“HGA versus AGASAC”) than in the stage-dependent comparison (“CCH early versus late”).

Next, the correlations on a count level based on the counts of an individual gene across FFPE sample pairs analyzed with both nCounter® and QuantSeq 3′ (gene-wise level) were examined. Altogether, for the gene-wise count correlations, there was a much wider distribution of correlations.

Moderately strong (medians: > 0.63) correlations were calculated for the “HGA versus AGASAC” comparison (Figure 2C). This was observed on the level of counts (Pearson medians: > 0.67) and gene rank (Spearman medians: > 0.63). All normalization methods generated stronger correlations compared to no normalization (Pearson median: 0.67, Spearman median: 0.63). The application of RLE resulted in a slightly stronger correlation of counts (Pearson median: 0.732), compared to TMM (Pearson median: 0.726) and CPM (Pearson median: 0.731). With the use of TMM and CPM, almost identical gene rank correlations (Spearman median: 0.66) were calculated, compared to RLE (Spearman median: 0.65).

The “CCH early versus late” comparison also showed a much larger distribution of correlation values in all normalization methods (Figure 2D). This was observed on the level of counts (Pearson medians: > 0.76) and gene rank (Spearman medians: > 0.71). The application of all three normalization methods only slightly improved the correlations on count level (Pearson medians: > 0.77), compared to no normalization (Pearson median: 0.76). The application of CPM resulted in a slightly stronger correlation for counts (Pearson median: 0.79), compared to TMM and RLE (Pearson medians: 0.777 and 0.779, respectively).

Notably, both the Pearson and Spearman correlations were slightly stronger in the stage-dependent comparison (“CCH early versus late”) than in the entity-contrasting comparison (“HGA versus AGASAC”), contrary to the sample-wise results.

### 3.2 Gene-wise correlation by gene expression level

To identify the gene-wise correlations of gene counts depending on the respective gene expression level, the Pearson and Spearman correlation coefficients normalized with TMM were plotted against the mean gene expression data from either nCounter® or QuantSeq 3′ (Figure 3). Thresholds were drawn based on the gene distribution within the scatter plots. All gene counts above a respective threshold were grouped into an expression strength category and the correlation coefficients calculated for each of the respective genes. Specifically, the mean expression correlations for all, the top 90%, and 50% of genes were calculated. 

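The thresholds were computed here for the 599 panel genes of Supplementary Table S4, since the full list of panel genes was not used here. With TMM-normalized counts (CPM) over the 25 samples, the 10th percentile of the mean QuantSeq 3′ count was 2.31 CPM (SD of the percentile between samples 0.548) and the median was 20.1 CPM (SD 2.87). The panel gene at the 10th percentile had a median of 4 raw counts per sample, close to the 3 counts that a count of 0 allows, and 20 genes had a mean under 1 CPM. Mean counts reached from 0.0713 CPM for IL17A to 2622 for GATA3. The median over all 24532 genes was 4.85 CPM. Scaling by library size alone gave 2.28 and 20.4 for the percentile and the median of the panel genes, and RLE gave 2.33 and 20.0, differences smaller than the SD between samples.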

In both comparisons, the median correlation among all genes including the lowly expressed genes was weaker (“HGA versus AGASAC”: Pearson: 0.73, Spearman: 0.66/“CCH early versus late”: Pearson: 0.77, Spearman: 0.73) than among all genes excluding the lowly expressed genes (“HGA versus AGASAC”: Pearson: 0.77, Spearman: 0.69/“CCH early versus late”: Pearson: 0.8, Spearman: 0.75) and including only the highly expressed genes (“HGA versus AGASAC”: Pearson: 0.85, Spearman: 0.8/“CCH early versus late”: Pearson: 0.83, Spearman: 0.81). Summarizing, the correlation of genes including the highly expressed genes was strongest.

**Figure 3:**
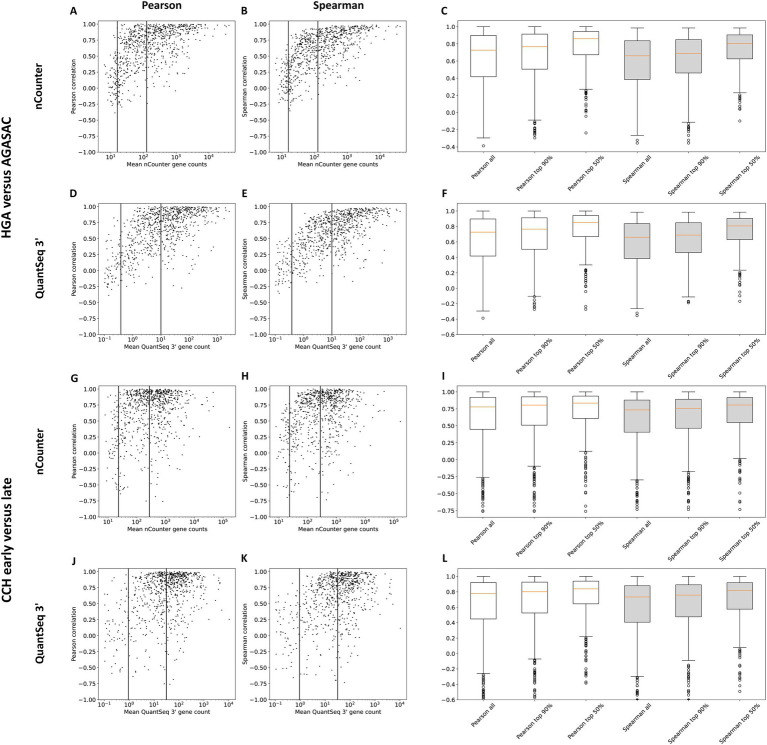
Correlation coefficients for genes with low, medium, and high mean expression. Results for the entity-contrasting comparison (“HGA versus AGASAC”; **A–F**) and the stage-dependent comparison (“CCH early versus late”; **G–L**) are shown. Scatter plots present the correlation (y-axis) of the counts of both methods plotted against the mean nCounter^®^ **(A,B,G,H)** or QuantSeq 3′ **(D,E,J,K)** log gene count (x-axis). Pearson **(A,D,G,J)** and Spearman rank **(B,E,H,K)** correlation coefficients were calculated with the TMM normalization method. The vertical lines indicate the thresholds between all, the top 90%, and top 50% of expressed genes. Box plots depict the correlations of all the genes included in these expression strength groups for nCounter^®^ **(C,I)** and QuantSeq 3′ **(F,L)**. Pearson (white) and Spearman rank (gray) correlation coefficients were calculated. Orange horizontal lines indicate medians. Circles indicate outliers.

### 3.3 Correlation of log_2_FC and differentially expressed genes

To ascertain the correlations of genes based on their differential gene expression in the two biological comparisons, it was first necessary to calculate the correlations of the log_2_FC values from DESeq2 without log_2_FC-shrinkage (log_2_FC-shrinkage = shrinks estimated effect size toward zero, stronger for genes with little information, i.e., low average read counts that can likely yield artificially high log_2_FC estimates) on the overlapping genes. 

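Of the 599 panel genes of Supplementary Table S4, 461 passed the filter on low counts and received an unshrunken log2FC from edgeR. Across these genes, which are not independent replicates, the log2FC correlated with the nCounter® log2FC that the paper lists at a Pearson r of 0.949 (jackknife standard error over the 21 tumors 0.0121) and a Spearman rho of 0.931 (standard error 0.0187). The sign was the same in 408 of the 461 genes, and the median absolute difference between the methods was 0.34 on the log2 scale. Among the 299 tested genes with a mean count at or above the panel's median, r was 0.959, and among the 162 tested genes below it, r was 0.899. DESeq2 without shrinkage gave an r of 0.911 and a rho of 0.880 over the 599 genes, and DESeq2 with apeglm shrinkage an r of 0.799. Within RNA extraction batches, r was 0.883 in batch 5 (3 HGA and 3 AGASAC primary tumors, 476 genes), 0.894 in batch 6 (3 and 2, 511 genes) and 0.842 in batch 8 (2 and 3, 512 genes). The other extraction batches held samples of a single tumor or 1 of each. Within naming series A, r was 0.876 (9 HGA and 3 AGASAC primary tumors, 500 genes), while series B held only 1 HGA.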

For the “HGA versus AGASAC” comparison, both correlations were very strong (Pearson: 0.91, Spearman: 0.87) based only on the log_2_FC values of the genes. For the “CCH early versus late” comparison, on the other hand, both correlations were only moderately strong (Pearson: 0.68, Spearman: 0.72).

In order to determine the overlap of differential gene expression direction, the log_2_FC values from DESeq2 with shrinkage were collated into scatter plots. Therefore, the log_2_FC of a given gene from the QuantSeq 3′ data was plotted against the log_2_FC of the corresponding gene from the nCounter® data. The dots of the corresponding genes were colored according to the significance thresholds p_adj_ ≤ 0.05 and log_2_FC ≤ −1 or ≥ 1 and the correspondence of the expression direction based on the log_2_FC (≤ −1 = “down”; log_2_FC ≥ 1 = “up”).

The scatter plot for the “HGA versus AGASAC” comparison showed a total of 599 genes (Figure 4A). 

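Both methods called 128 panel genes in the same direction (jackknife standard error 9.45), 55 “up” and 73 “down.” Of the genes that Supplementary Table S4 lists as regulated in both methods, 111 were among them, 8 did not pass the filter on low counts and 1 was called by nCounter® only. A further 17 of the 128 genes are listed there as called by nCounter® only. The largest rise was that of KRT14, a keratin, with 4318 ± 2730 CPM (SD, n = 10) in HGA and 1.85 ± 3.07 (SD, n = 11) in AGASAC. Its log2FC was 11.23 (standard error 0.85, adjusted p = 2.84e-09 from edgeR's quasi-likelihood test with Benjamini-Yekutieli adjustment), and it stayed between 10.94 and 12.02 with each tumor left out in turn. HGA 9 had the highest KRT14 value, at 11496 CPM with scaling over all 25 samples, which the values of single tumors use, while means are scaled over the 21 primary tumors. IL1R2, a receptor of interleukin 1, had 1057 ± 714 CPM in HGA and 1.36 ± 1.34 in AGASAC, a log2FC of 9.62 (standard error 0.59, adjusted p = 1.05e-10 from the same test and adjustment), and HGA 10 had 2788 CPM against 199 to 1296 in the other HGA. C4BPA had 14.4 ± 7.17 CPM in HGA and at most 1 count in any AGASAC primary tumor, so that it was at least 12.4-fold higher in HGA. The largest falls were those of PIP, KRT8 and KRT19. PIP had 0.296 ± 0.510 CPM in HGA and 3404 ± 1692 in AGASAC, a log2FC of −13.46 (standard error 0.67, adjusted p = 1.84e-12 from the same test and adjustment). KRT8 had at most 1 count in any HGA and 462 ± 155 CPM in AGASAC, at least 241-fold lower in HGA. KRT19 had 0.408 ± 0.525 CPM in HGA and 1424 ± 414 in AGASAC, a log2FC of −11.59 (standard error 0.49). The groups did not overlap in any of the 6 genes. In the order named, the paper's nCounter® log2FC values of these genes are 11.6, 8.98, 4.83, −12.5, −4.84 and −9.79. Those of KRT8 and C4BPA lie farthest from the values of the edgeR fit, which were −12.54 and 7.28. Both genes had at most 1 count in any tumor of one type. For C4BPA, the bound of 12.4-fold leaves room for the nCounter® value. The bound of 241-fold for KRT8 lies past its nCounter® value, so few counts alone do not account for that gap. KRT14, KRT8 and KRT19 belong to a gene family, and reads shared with near-identical copies were split between the locations by the authors' counting, so their counts carry that uncertainty.

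**Figure D1:**
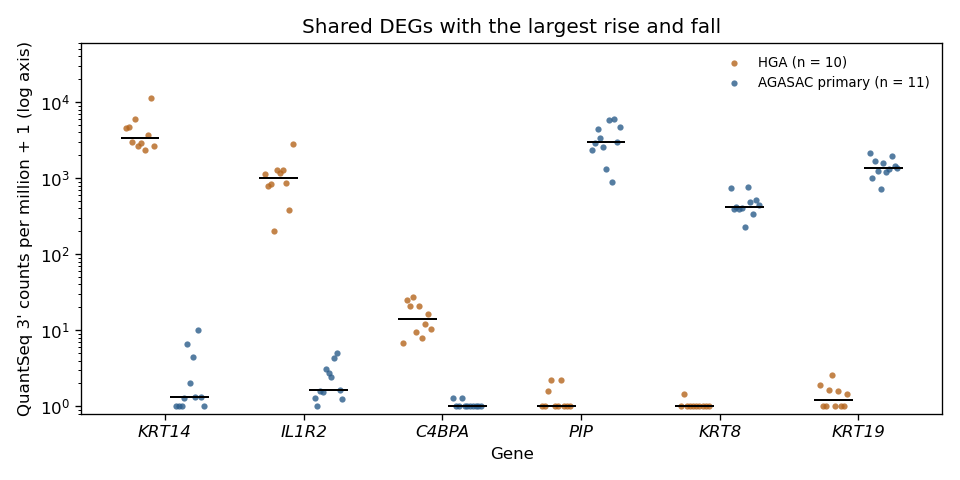
QuantSeq 3′ CPM plus 1 (log axis) of the 3 shared genes with the largest rise and the 3 with the largest fall, in 10 HGA and 11 AGASAC primary tumors. Each point is a tumor and each line a median, and in each gene all points of one tumor type lie above all points of the other.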

One hundred and twenty genes (79 “down”; 41 “up”) had the same log_2_FC direction (red dots). One hundred and twelve genes were predicted only in one of the methods: 62 in nCounter® (orange dots): 16 “down”; 46 “up” and 50 in QuantSeq 3′ (blue dots): 42 “down”; 8 “up.” 

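In the counts analysed with edgeR, 54 panel genes were called by nCounter® only, 32 “up” and 22 “down” (jackknife standard error 9.45), of which 23 did not pass the filter on low counts. QuantSeq 3′ alone called 38 genes, 13 “up” and 25 “down” (standard error 13.0). Of the genes listed in Supplementary Table S4 as called by nCounter® only, 30 were tested and again called by nCounter® only, 15 did not pass the filter and 17 were called by both. Of those listed as called by QuantSeq 3′ only, 33 were again called by QuantSeq 3′ only, 6 were tested and called by neither and 11 did not pass the filter. KRT14 and TNFRSF18 are listed as called by nCounter® only, with log2FC values of 11.60 and 5.72 by nCounter® in the paper, and both were called by both methods here. TNFRSF18 had 68.0 ± 23.2 CPM (SD, n = 10) in HGA and 1.16 ± 1.74 (SD, n = 11) in AGASAC, without overlap and with a log2FC of 5.89 (standard error 0.53, adjusted p = 4.71e-08 from edgeR's quasi-likelihood test with Benjamini-Yekutieli adjustment). TNFRSF19, also listed there, did not pass the filter, although it had 40.3 ± 61.1 CPM in HGA and 0.539 ± 0.767 in AGASAC. It had 206 CPM in HGA 10, 0 in HGA 9 and 8.16 to 47.3 in the other HGA. No AGASAC primary tumor had more than 7 counts. Values of single tumors are scaled over all 25 samples and means over the 21 primary tumors. Among the genes listed as called by QuantSeq 3′ only, SLC11A1 had a log2FC of −4.34 (standard error 0.59, adjusted p = 1.81e-05 from the same test and adjustment), with 6.92 ± 8.04 CPM in HGA, of which HGA 4 had 28.9, and 141 ± 137 in AGASAC, and IL15 had a log2FC of −3.14 (standard error 0.62, adjusted p = 0.00223 from the same test and adjustment). SLAMF6 did not pass the filter, with at most 1 count in any HGA and 1.85 ± 2.34 CPM in AGASAC. The paper's nCounter® log2FC values of the last 3 genes were −1.21, −1.24 and −1.65.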

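Of the 197 tested genes called by one or both methods, 197 had the same sign of the log2FC in QuantSeq 3′ and nCounter®, and 0 were called in opposite directions. At an unadjusted p under 0.05 in QuantSeq 3′ there were 279 panel genes, and 9 of these had the opposite sign, none of them called by either method. The log2FC values of 1 gene lay past the fold change threshold in opposite directions. This gene was CD36, at 1.50 in QuantSeq 3′ (standard error 0.86, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Yekutieli adjustment) and −1.02 by nCounter® in the paper, and it was called by neither method.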

No genes were classified in opposite directions. Three hundred and sixty-seven genes fell under the significance thresholds.

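In the edgeR fit, 379 panel genes were called by neither method, and 264 of these passed the filter on low counts. Among the 264, the median difference between the QuantSeq 3′ and the nCounter® log2FC was −0.11. Of the genes that Supplementary Table S4 lists as regulated in neither method, 258 were tested and called by neither, 104 did not pass the filter and 5 were called by QuantSeq 3′ only. From the direction of each gene in both methods, the paper states that none was classified in opposite directions.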

**Figure 4:**
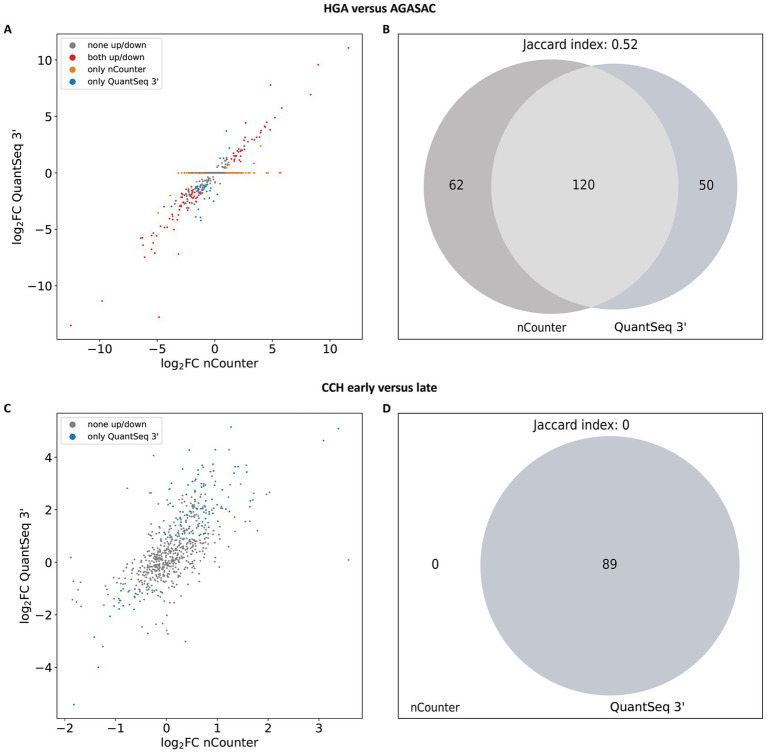
Overlap of log_2_FC direction and significantly differentially expressed genes (DEGs) from the subset of nCounter^®^ Canine IO Panel targets. **(A,B)** Results for the “HGA versus AGASAC” comparison (entity-contrasting comparison). **(C,D)** Results for the “CCH early versus late” comparison (stage-dependent comparison). **(A,C)** Scatter plots show the log_2_FC of a given gene from the QuantSeq 3′ data (y-axis) plotted against the log_2_FC of the corresponding gene from the nCounter^®^ data (x-axis). The dots are colored according to the correspondence of expression direction: Significantly (p_adj_ ≤ 0.05 and log_2_FC ≤ −1 or ≥ 1) highly/lowly expressed in both methods (red), significantly differentially expressed in only one method (nCounter^®^: orange, QuantSeq 3′: blue), or not significantly differentially expressed in both methods (gray). **(B,D)** Venn diagrams depict the overlap (light gray), if any, of significantly DEGs from nCounter^®^ and QuantSeq 3′. DEGs exclusively detected by nCounter^®^ are colored in dark gray (left), while DEGs found only in QuantSeq 3′ are labeled in slate gray (right). The p_adj_ were corrected with the Benjamini-Yekutieli (BY) method and the log_2_FC were calculated with shrinkage from DESeq2 for the scatter plot and Venn diagram.

For the “CCH early versus late” comparison, a total of 658 genes were displayed in the scatter plot (Figure 4C). However, with a p-value threshold based on the BY adjustment, no genes were recognized by nCounter® and 89 genes (15 “down”; 74 “up”) only by QuantSeq 3′. The other 569 genes fell under the significance thresholds.

The lists of DEGs with their corresponding log_2_FC values and p_adj_ from both methods calculated by DESeq2 with shrinkage (scatter plot groups) from both biological comparisons are provided in Supplementary Table S4.

Differential gene expression (DGE) analysis performed using the BY p-value adjustment and log_2_FC with shrinkage calculated a total of 182 significantly differentially expressed genes (DEGs) for nCounter® and 170 significantly DEGs for QuantSeq 3′ in the “HGA versus AGASAC” comparison. 

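With edgeR's quasi-likelihood test and Benjamini-Yekutieli adjustment over all 12070 tested genes, 3032 genes were called between HGA and AGASAC (jackknife standard error 535), 1523 of them higher in HGA. At an unadjusted p under 0.05 there were 6477 genes. Among the 461 tested panel genes, 166 were called (standard error 14.9), 68 of them higher in HGA. Adjusted over the list alone, 174 panel genes were called. The paper's text does not name the rule by which the 599 genes were chosen from the panel, so the count over the list alone is not independent evidence. The number of calls moved most with a filter that asked for at least 10 counts in every sample, to 1452 genes in all and 88 panel genes. Within batches, 262 genes were called in extraction batch 5, 637 in batch 6, 338 in batch 8 and 2157 in naming series A. The authors' deposited table, which was made from all 25 samples with Benjamini-Hochberg adjustment and shrinkage, holds 3958 genes past both thresholds.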

To identify the overlap of the significantly DEGs in the “HGA versus AGASAC” comparison, a Venn diagram was created using the Matplotlib Python library (62). 

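The genes called by both methods made up a Jaccard index of 0.582 with the genes called by either (jackknife standard error 0.0586). With each of the 21 tumors left out in turn, the index lay between 0.536 and 0.591, and the number of shared genes between 118 and 127. The filter of at least 10 counts in every sample moved the index most, to 0.337 with 68 shared genes.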

An overlap of 120 significantly DEGs was found in the “HGA versus AGASAC” comparison (Figure 4B), corresponding to a Jaccard index of 0.52.

In the “CCH early versus late” comparison, no significantly DEGs were calculated for nCounter® and a total of 89 significantly DEGs for QuantSeq 3′ were computed. As there were no significantly DEGs in the nCounter® data, the Venn diagram showed no overlap, matching a Jaccard index of 0 (Figure 4D).

## 4 Discussion

### 4.1 Stronger correlations compared to similar correlation studies

Here, we present the first systematic comparison between data resulting from the technical platforms QuantSeq 3′ and nCounter® using the Canine IO Panel on canine archival FFPE tissue. Previous correlation studies had contrasted data from QuantSeq 3′ or nCounter® to other mRNA quantification methods utilizing FFPE tissue. These had, for example, used different human FFPE tissues to directly compare nCounter® gene selections to other RNA-Seq methods or RT-PCR. For instance, a comparison of immune gene expression in 27 clear cell renal cell carcinoma samples between the nCounter® Pan Cancer Immune Profiling Panel and the Oncomine™ Immune Response Research Assay on FFPE specimens had revealed a moderately strong correlation (Spearman: 0.73) of fold changes for 248 shared genes. On a gene-wise level, 226 of these genes had shown positive correlations and 16 had negative correlations. The mean Pearson correlation for all genes had been fair at 0.45 (range: 0.98 to −0.25) (63). Comparing 20 genes in oral carcinoma samples using custom nCounter® CodeSets and RT-PCR, a moderately strong overall correlation (Pearson: 0.59) had been calculated (22) for gene expression levels in 19 FFPE sample pairs. In contrast, the correlation results of our study on canine tissues were stronger on both count and log_2_FC levels. This could be due to the improved compatibility of nCounter® and QuantSeq 3′ for FFPE material compared to the Oncomine™ assay and RT-PCR that had been employed in the previous studies. Considering RNA quality, the DV_200_ values of the total RNA in the samples chosen for this study on canine tissues were predominantly of high quality (n = 31 with DV_200_ > 70%) with some samples with medium quality (n = 4 with DV_200_ 50–70%). 

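Supplementary Table S2 gives a DV200 over 70% for 25 of the 25 HGA and AGASAC samples. It ranged from 70.5% to 92.7% in HGA (median 73.0%), from 70.2% to 84.4% in AGASAC primary tumors (median 76.0%) and from 71.8% to 82.9% in the metastases (median 79.7%). Across the 25 samples, DV200 and the total QuantSeq 3′ counts had a Pearson r of −0.328 (permutation p = 0.106) and a Spearman rho of −0.200 (permutation p = 0.336). These are 1 of 2 relations tested, and the Benjamini-Hochberg adjusted values were 0.212 and 0.447. Without the 2 samples farthest from the median DV200, r was −0.406. Within groups, r was −0.363 in HGA and −0.217 in AGASAC, and within extraction batches it was −0.247 in batch 5 (8 samples) and −0.212 in batch 8 (7 samples). DV200 and the number of genes detected had an r of −0.258 (permutation p = 0.215, Benjamini-Hochberg adjusted 0.215) and a rho of −0.159 (permutation p = 0.447, adjusted 0.447 by the same method). Without the 2 samples farthest from the median this r was −0.115, and it was −0.574 in HGA, 0.180 in AGASAC, −0.224 in batch 5 and −0.542 in batch 8. Neither relation had a permutation p under 0.05, and no sample of medium RNA quality was among the 25.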

One previous study (63) had not provided RNA quality data. The other study (22) had employed only the RNA integrity number (RIN) and disclosed the use of strongly degraded RNA (mean RIN: 2.3, range 1.5–2.5). However, the DV_200_ has been shown to be a superior criterion to evaluate RNA quality compared to the widely used RIN, especially when employing partially degraded RNA from FFPE samples (46). Thus, somewhat superior RNA quality may have contributed to the slightly better correlations in our comparison.

Other studies performed on cancer cell lines (18) or peripheral blood (64) had shown that the correlations on count level are dependent on the gene expression level. Generally, weaker correlations had been observed for genes with low expression levels and stronger correlations had been calculated for genes with high expression levels. This is in line with our study’s results: both nCounter® and QuantSeq 3′ exhibited the same expression-level dependent correlation phenomenon, with stronger correlations for higher expressed genes.

The strong correlations observed in this study raise much hope for retrospective studies using samples from veterinary pathology archives, as routinely stored FFPE tissues seem principally accessible for transcriptome analyses using both nCounter® and QuantSeq 3′. In comparison to FFPE material, fresh, or fresh-frozen tissue is much more difficult to obtain in veterinary and comparative pathology for logistical, ethical, potentially infectious, and legal reasons. Additionally, the cost of RNA-Seq has greatly decreased since its first introduction and in combination with the easy storage of FFPE material provides a cost-effective research and diagnostic tool for veterinary researchers and clinicians. Especially in favor of Russell’s and Burch’s 3 R (reduce, refine, replace) principles to improve ethical concerns when using experimental animals, it is imperative to obtain the highest possible benefit out of animal tissues. Obviously, routine archiving of FFPE tissues for many decades has proven to be a fortunate circumstance.

### 4.2 Confounders and influences on transcriptome data from FFPE samples

Confounding factors when using FFPE material, however, include the type, buffering state, and concentration of formalin used, duration of fixation, tissue processing, and storage conditions, which all may impact RNA quality (1, 6, 65–68). In the case of this study, in which all tissues stemmed from routinely fixed, processed, and stored samples as part of the institutional diagnostic service, such limitations seemed to have had little, if any impact, on the results based on the RNA quality (Supplementary Table S2).

Still, multiple other aspects likely have an influence on correlations of data from different transcriptome analysis methodologies and might also account for the differences in DEGs detected in both methods in this study. To begin, the differing detection methods may result in slight discrepancies in the identification of transcripts and bioinformatic alignment of sequences after RNA-Seq may not be as specific as the probes used in nCounter®. Furthermore, by focusing on a selection of approximately 800 genes, the nCounter® panel offers the possibility to detect even weakly expressed transcripts, which may be overlooked compared to highly expressed genes, depending on the depth of sequencing in the case of QuantSeq 3′. However, pre-selected gene panels have some inherent limitations due to their focused design compared to genome-wide approaches, such as RNA-Seq. 

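The mean QuantSeq 3′ count of a panel gene over the 21 primary tumors differed between the genes called by both methods and the others. The median was 88.1 CPM for the 128 shared genes (interquartile range 32.3 to 234), 13.4 for the 54 genes called by nCounter® only (4.35 to 25.6), 28.6 for the 38 genes called by QuantSeq 3′ only (16.2 to 77.1) and 11.7 for the 379 genes called by neither (3.71 to 35.9). The filter on low counts left 31 of the 54 nCounter®-only genes in the test, and 264 of the 379 genes called by neither. Since the filter itself removes genes with few counts, the genes called by QuantSeq 3′ have a lower limit that the others lack. Of the 31 tested nCounter®-only genes, 13 had a log2FC past the fold change threshold in QuantSeq 3′ and 3 had an adjusted p of at most the threshold of 0.05 from edgeR's quasi-likelihood test with Benjamini-Yekutieli adjustment.

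**Figure D2:**
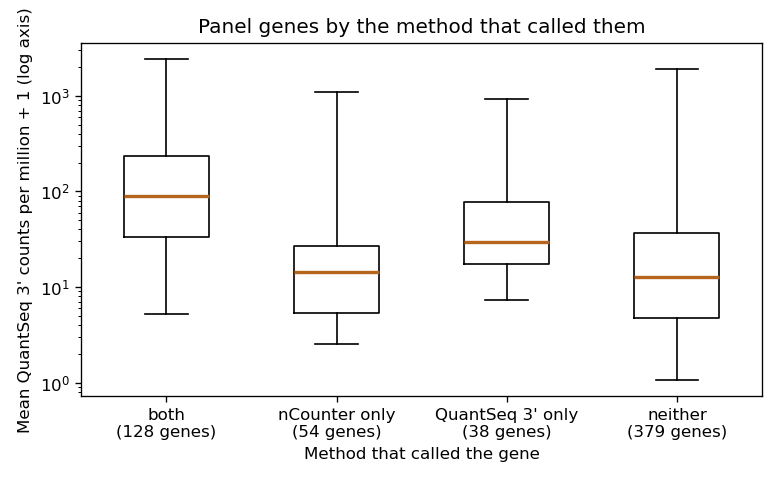
Mean QuantSeq 3′ CPM plus 1 (log axis) of the 599 panel genes over 21 primary tumors, by the method that called them. Boxes span the quartiles, lines are medians and whiskers reach the lowest and highest gene. The 128 genes called by both methods have the highest median, at 88.1 CPM.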

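Outside Supplementary Tables S3 and S4, 2866 of the 11609 tested genes were called between HGA and AGASAC, 1455 higher and 1411 lower in HGA, and 304 of all called genes carry a LOC number in place of a symbol. These tables do not list the whole panel, so the 2866 genes include any others that have probes on it. In 1022 of the 2866 genes the CPM of the groups did not overlap, 494 higher and 528 lower in HGA. For a gene taken without selection, chance gives no overlap in 5.67e-04% of the ways to split 21 tumors into 10 and 11. The 2866 genes were called between the same groups, so this share is not the chance value for them. Among the genes without overlap that have a symbol, the largest rises were those of KRT79, CIDEA, DHRS2 and TGM5. KRT79 had 0 counts in all 11 AGASAC primary tumors and 1563 ± 673 CPM (SD, n = 10) in HGA, at least 1345-fold higher. CIDEA, which encodes a lipid droplet protein, was at least 1385-fold higher and TGM5 at least 186-fold higher. HGA 10 had the lowest value of the 10 HGA in all 4 of these genes, at 39.1 CPM (scaled over all 25 samples, the mean over the 21 primary tumors) for KRT79, 386 for CIDEA, 489 for DHRS2 and 7.74 for TGM5. DHRS2 had a log2FC of 12.49 (standard error 1.00, adjusted p = 7.00e-09 from edgeR's quasi-likelihood test with Benjamini-Yekutieli adjustment). The largest falls were those of QRFPR, GCGR, PIGR and CYP4A11. QRFPR and GCGR had 0 counts in all 10 HGA and were at least 666-fold and at least 157-fold lower there, and PIGR and CYP4A11, with at most 1 count in any HGA, were at least 313-fold and at least 166-fold lower. The bound of CYP4A11 rests in part on AGASAC primary tumor 2, which had 1815 CPM against 4.54 to 518 in the other primary tumors.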

As expression analysis is restricted to specific genes of interest, changes in other genes not included on the panel remain undetected. Thus, potential novel biomarkers, broader biological processes, or unforeseen gene interactions can remain unidentified (69). Incomplete interpretation of underlying mechanisms or the oversight of key regulatory genes involved in a disease phenotype can result. Rather, panels are intended for focused research questions or validation of known targets. The choice of genes selected for inclusion is dependent on current knowledge and thus introduces a bias, restricting the scope of discovery. The gene set enrichment analysis tools available for RNA-Seq are of little statistical value for panels, as the background gene set is limited and biased by the panel’s focus. Thus, pre-selection violates the statistical assumption of unbiased, comprehensive, and genome-wide gene expression data (70).

Furthermore, different normalization methods may have an effect. This study employed the nSolver™-embedded normalization method for the nCounter® data and compared three common normalization methods (TMM, CPM, RLE) for the QuantSeq 3′ data. All methods performed similarly, with only minimal differences that seemingly did not influence the strength of correlations. Extending beyond these normalization methods, there is however a multitude of other approaches, which were developed to correct biases or weaknesses, such as accounting for gene length, refinement for FFPE RNA-Seq data, or microarray input (71, 72). For nCounter® data, further methods have likewise been developed for normalization and differential expression analysis apart from nSolver™. As the three normalization methods employed in this study provided little differences in correlations, it was not deemed necessary to test the impact of alternate normalization strategies on count correlations. Instead, it seems that DESeq2 and edgeR can reliably be used for count normalizations on QuantSeq 3′ data and that the software package one uses for normalization will likely have very little impact on the data. Similarly, other packages or approaches for differential gene expression (DGE) analysis are available (73). 

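Across the 25 samples, the normalization factors that edgeR gave by TMM and by RLE had a Pearson r of 0.965 and a Spearman rho of 0.968 (permutation p = 1e-05 for each, the smallest that 100000 resamples can give). Without the 2 samples farthest from the median TMM factor, r was 0.961, and it was 0.878 within HGA and 0.964 within AGASAC. The ratio of the TMM to the RLE factor lay between 0.938 and 1.06. TMM factors were lower in HGA, at 0.903 ± 0.0680 (SD, n = 10), than in AGASAC primary tumors, at 1.08 ± 0.0728 (SD, n = 11), so that scaling by library size alone shifts the comparison. With RLE in place of TMM, 3008 genes were called, 2972 of them the same genes, and 48.6% of the calls were higher in HGA against 50.2% with TMM. With library size alone, 3209 genes were called, 2562 of them the same genes, and 32.8% were higher in HGA, as the median log2FC shifted by −0.30. The r with the nCounter® log2FC was 0.9493 with RLE and 0.9495 with library size alone.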

Again, in this study, the impact that these alternate DGE calculations may have on DEG correlations was not investigated. Overall, the analysis of DEGs is based on different approaches, i.e., statistical calculations, available software, and pathway lists for enrichment analyses, when using transcriptomic platforms. The nCounter® reads are usually fed into the nSolver™ software with the Advanced Analysis plug-in and pathway analyses are conducted with the program’s inbuilt modules. Annotations are assigned to most genes, which are provided in annotation files. The annotations for the Canine IO Panel are based on two previously developed human panels: the immune response categories originate from the PanCancer Immune Profiling Panel and the functional annotations are based on the IO 360 Panel. These annotations in turn stem from the Gene Ontology (GO) (74, 75), Kyoto Encyclopedia of Genes and Genomes (KEGG) (76), and Reactome (77, 78) databases. If an investigator has another research focus in mind, a gene curation team is able to annotate genes included on a panel with suitable terms. A custom annotation route, using an annotation engine, assigns annotations to customized gene add-ons (Panel Plus) or CodeSets directly from a database based on context (NanoString curation team, personal communication). Additionally, based on a specific research query, each investigator has the ability to manually change and adjust the annotations in an annotation file. This can lead to fluctuations and different statistical outcomes and should be transparently declared in consequent publications. With a multitude of gene annotation databases available for pathway analysis, such as GO, KEGG, Reactome, and Molecular Signatures Database (MSigDB) (79, 80), the nCounter® annotations add further nomenclature for gene grouping categories and pathways, which are not always transferable and/or interchangeable when comparing terms. However, researches may be able to answer questions more target-oriented this way.

Noteworthy, in the stage-dependent comparison conducted in this study, 89 DEGs were detected using QuantSeq 3′, but none using nCounter®. As previously outlined, it is generally to be expected that the two methods will yield divergent results, partly due to the differing scope of potentially detectable transcripts (whole transcriptome versus focus on 800 genes) and partly, to a lesser extent, due to different underlying detection methods used. Still, when comparing the stages of CCH, it must be emphasized that there are only minor differences at the transcriptome level (36). This is also reflected by the low number of detected DEGs using QuantSeq 3′ in the stage-dependent contrary to the entity-contrasting comparison in this study. However, studies that specifically had examined individual transcripts utilizing quantitative PCR found differences between early and late stages of CCH, for example in expression of proinflammatory cytokines (34). Thus, further investigation is required in order to resolve this discrepancy. Larger group sizes than those used in this study (*n* = 5) might be necessary to detect a larger number of significantly DEGs. Additionally, to the presumably minor differences at transcriptome level, the number of DEGs is likely to be reduced by the implementation of the BY procedure, which has been demonstrated to be more conservative than other FDR calculation methods (57–61).

Major differences also lie in data processing. As with all large-scale transcriptome analysis systems, vast amounts of raw data are generated requiring further bioinformatic analysis. The QuantSeq 3′ system provides nucleotide sequences in FASTQ data files for alignment and normalization using standard bioinformatic methods. Prior bioinformatic know-how is thus indispensable. In comparison, the nCounter® system has the advantage of the specially developed nSolver™ software. The generated raw data can be imported into this software, normalized and analyzed by the user without any previous bioinformatic expertise.

### 4.3 Biological interpretation of transcriptome differences between the tumor entities studied

This technical study was based on two comparisons between contrasting tumor entities, the first between early and late stages of the spontaneously regressing canine cutaneous histiocytoma (CCH) and the second between two common canine perianal tumors with very distinct biological behaviors. The widely overlapping data obtained from the two methodological approaches clearly allowed for several oncologically interesting implications, with mutual confirmations by the two methods used. These results and interpretations, however, are subject of separate publications already published (36) or in preparation.

## 5 Conclusion

Taken together, our comparison between gene expression data obtained from QuantSeq 3′ and the nCounter® Canine IO Panel revealed very strong to moderately strong correlations when FFPE archival tissues stored up to 8 years long were used. The best correlations were achieved on the sample-wise level in both biological comparisons. Based on these strong correlations, it appears feasible to use either of the approaches to validate data generated by the other. nCounter® seems to be superior for validation compared to PCR for fragmented mRNA from FFPE tissue. There are, however, several more strategical and practical differences between the technologies and their actual use depends on the project’s study goal and design (Table 1). Clearly, both approaches make archival tissue well accessible for transcriptome studies in veterinary and comparative medicine. In particular, studies on rare entities or elusive biological cases will profit immensely from recent technological progress when compared to previous transcriptome methodologies.

## Data Availability

The raw data underlying the results presented in this study are publicly available from the Gene Expression Omnibus (GEO) database under the accession numbers GSE262020 (nCounter® data for CCH samples), GSE261791 (nCounter® data for HGA and AGASAC samples), GSE262022 (QuantSeq 3’ data for CCH samples), and GSE261790 (QuantSeq 3’ data for HGA and AGASAC samples. The source code and processed datasets are available on figshare: dx.doi.org/10.6084/m9.figshare.25768587.

How the deposited data were processed for this re-analysis (not part of the article)

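The data are QuantSeq 3′ libraries of 25 canine FFPE tumor samples, of which 10 are HGA, 11 are primary AGASAC and 4 are metastases of the dogs of AGASAC primary tumors 1 to 4. The samples of the canine cutaneous histiocytoma (CCH) comparison and the nCounter® counts were not used here, and the nCounter® results are the log2FC and adjusted p values of Supplementary Table S4, which are the paper's.

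The authors trimmed and filtered the reads, aligned them to CanFam3.1, counted them on genes in rounds that extended the annotation at the 3′ end, and deposited whole counts per gene and sample without normalization, with multi-mapped reads split evenly over their locations. The same table holds, as a signal, counts that the authors divided by a size factor per sample, and their mean over samples. It also holds the log2 fold change of the authors' deposited comparison, which was shrunken and runs from HGA to AGASAC, its standard error, and the p-value with the adjusted p-value, which the authors adjusted by Benjamini-Hochberg. The mean of the deposited normalized counts over all 25 samples equals the deposited mean in 97.3% of the genes, so all 25 samples were in that fit. The paper reports the 21 primary tumors and Benjamini-Yekutieli adjustment. The table lists 24532 genes by symbol, or by LOC number in 8449 of them, and 0 columns of per-sample values were left unused. Every gene is named here as the table gives it, and no coordinates are given, since the annotation at hand is of another assembly, UU_Cfam_GSD_1.0.

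Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the tumor types as groups (minimum count 10, minimum total count 15), library sizes were scaled by TMM, and the quasi-likelihood test was fitted to the 21 primary tumors with no covariate. The log2FC was not shrunken, and standard errors are the log2FC divided by the root of the F statistic. Genes were called at a Benjamini-Yekutieli adjusted p of at most 0.05 and a log2FC of at most −1 or at least 1. Values of single samples and of marker lists and their genes are CPM with TMM factors over all 25 samples. Means with SD of HGA and AGASAC, and mean counts of panel genes unless given over 25 samples, are CPM with TMM factors over the 21 primary tumors, so a mean and the values of single samples beside it differ slightly in scale. List values on the log2 scale have a pseudocount of 1. The error of a count of genes or of a correlation is a jackknife standard error over the 21 fits that each left out a tumor. A gene whose tumors of one type all had at most 3 counts, the number that a count of 0 allows, is given as a lower bound. The metastases were compared with the primary tumors of the same 4 dogs by the same test. The metastasis and the primary tumor of a dog come from the same animal by the labels and Supplementary Table S2, and they deviated together from their group means, with correlations across genes of 0.422 to 0.700 in 4 of 4 dogs. Single values were compared by permutation tests, exact with fewer than 10 samples in a group and with 100000 resamples otherwise, all two-sided. A chi-square test of all pairs of a group found 0 duplicates, as its value per degree of freedom was at least 12.2 in HGA, 24.7 in AGASAC primary tumors and 32.6 in the metastases.

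Counts on genes ranged from 1562347 to 6389555 per sample. On simulated counts in which 200 genes were changed, edgeR called 151 of the 191 changed genes that passed the filter at a log2FC of 2 and 182 of 185 at a log2FC of 4 with the 21 primary tumors. With 4 metastases and 4 primary tumors it called 0 of 192 and 155 of 187. DESeq2 called 169 of 200 and 200 of 200 with the 21 tumors, and 126 of 200 and 187 of 200 with the 8 samples, where 10 and 18 of its calls were of unchanged genes.

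The named genes are those the paper names, the 3 largest rises and the 3 largest falls among the genes called by both methods, the 3 with the largest log2FC among those the paper lists as called by one method only, and the 4 largest rises and 4 largest falls outside Supplementary Tables S3 and S4 with groups that do not overlap. GNLY, SCD, ACTA1, CD36, IL17A, GATA3 and the genes called between metastases and primary tumors were named after their values were seen. Lists of marker genes of B cells, T cells, lymph node stroma, skeletal muscle, smooth muscle, squamous epithelium, macrophages, plasma cells and proliferation were written down for the comparison of tissues. These rules, the mapping of the samples, the tests and the alternatives were set before the data were examined, with exceptions. The exceptions are 8 alternatives around apeglm shrinkage that were added later, and every test, measure, scale, exclusion and restriction named as chosen after the result was seen. The alternatives were DESeq2 1.42.0 with its Wald test and no shrinkage, with apeglm 1.24.0 or with ashr 2.2.63, RLE or library size alone in place of TMM, other filters on low counts, all 15 AGASAC samples, the RNA extraction batch, the naming series of the sequencing files or DV200 as a covariate, the sample number as a block, leaving out each tumor, Benjamini-Hochberg adjustment, no fold change threshold, and adjustment over the panel genes alone. The naming series was known for 20 of the 21 primary tumors, since the copy of Supplementary Table S1 used here does not list the remaining one, AGASAC primary tumor 4. The copy of Supplementary Table S3 holds 29 of the 30 genes the paper gives, so no set test was run on it.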

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

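The tests of the low SCD value in HGA 10 and of the skeletal muscle genes, the use of the log2 scale for single samples, and the exclusion of 13 groups with at most 3 counts in every sample were chosen after the result was seen. A sample was marked as far from its group when its gap to the nearest other sample was large against the range of the group. Only HGA and the metastases were examined in this way, so single AGASAC primary tumors could not be marked. On the linear scale 10 of 59 groups were marked and on the log2 scale 6 of 47, where chance gives about 2.95 and 2.35.

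Of the marked values, 6 genes concern HGA 10. SCD, which encodes a stearoyl-CoA desaturase, had 2206 CPM in HGA 10 and 37005 to 116391 CPM in the other 9 HGA. KRT79 had 39.1 CPM against 977 to 2427, CIDEA 386 against 1409 to 2365, and TGM5 7.74 against 68.9 to 426. DHRS2 was not marked, since HGA 4 was also low, but its lowest value was that of HGA 10 too, at 489 CPM against 2224 to 21885. IL1R2 and TNFRSF19 were higher in HGA 10, at 2788 CPM against 199 to 1296 and at 206 against 0 to 47.3. SCD took 0.203% of the counts in HGA 10 and up to 9.80% in HGA 5. Without HGA 10, 3373 genes were called between HGA and AGASAC in place of 3032. An exchanged label is argued against, since HGA 10 lay nearer to the other HGA than to AGASAC at 63.1% of these 3373 genes, although this share was 85.0 to 95.3% in each of the other 9 HGA. A lower share of HGA cells as the whole cause is argued against by the 1665 genes called higher in the other HGA. Their median deviation in HGA 10 was −0.75 on the log2 scale, that of SCD was −5.12, and 35 of the 1665 genes were as low. A smaller share of HGA cells could still account for the −0.75, as the other 9 HGA lay between −0.14 and 0.12. The sequencing series is argued against by the AGASAC primary tumors, whose SCD differed by −0.10 on the log2 scale between the 7 of series B, the series of HGA 10, and the 3 of series A (exact permutation p = 0.767). The extraction batch of HGA 10 held 0 other samples, so batch and tumor cannot be told apart. HGA 10 was also the only HGA from a neutered male, so an effect of neutering in males and a difference between the tumors of single dogs stay open, untested.

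The other marked values were spread over several samples, and no explanation was tested for them. KRT14 had 11496 CPM in HGA 9 and 2359 to 5928 in the other HGA, and SLC11A1 had 28.9 CPM in HGA 4 and 1.81 to 11.5 in the others. IL15 had 7.16 CPM in metastasis 2, which were 27 counts, and 14.7 to 15.6 in the other metastases. In HGA 8 the B cell list summed to 83.4 CPM against 6.76 to 36.2 in the other HGA, and the T cell list to 66.96 against 2.45 to 17.2. In metastasis 3 the T cell list summed to 79.1 CPM against 50.6 to 53.3 in the other metastases, and the 10 most abundant genes took 12.4% of the counts against 8.204 to 8.403%.

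Outside the genes of Supplementary Tables S3 and S4, 2866 genes were called between HGA and AGASAC, in genes the paper does not discuss. In 100 splits of the 21 primary tumors into 10 and 11, the real split included, 1 gave as many called genes, and no other split gave more than 0, with at most 3037 genes at an unadjusted p under 0.05 in another split and 6477 in the real one. The sequencing series nearly follows the tumor type, and with the series as a covariate 2009 genes were called, 1887 of them the same genes. The tumor type, its surrounding tissue and the share of the series that this model does not remove stay open.

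The skeletal muscle list, which the paper does not examine, lay far lower in the metastases than in the primary tumors of the same 4 dogs, by −4.28 on the log2 scale. It summed to 43.4, 781, 32.6 and 620 CPM in the primary tumors of dogs 1 to 4 and to 9.41, 7.96, 4.50 and 8.95 CPM in their metastases (exact permutation p = 0.0286, the smallest that 4 against 4 allow, Benjamini-Hochberg adjusted 0.129 over 9 lists). This test took the samples as unpaired. Only 8 of its splits part all 4 dogs, so with the dogs kept as pairs p could not fall under 0.05. The most abundant genes of the list were ACTA1, with means of 127 CPM in these 4 primary tumors and 0.292 in the metastases, and TTN, with 105 and 2.72. The smooth muscle list was lower in the metastasis of 3 of the 4 dogs, at 58.2 and 55.8, 237 and 136, and 478 and 196 CPM in dogs 1, 3 and 4, and higher in dog 2, at 269 and 773 CPM (mean difference −0.16 on the log2 scale, exact permutation p = 0.8286). Skeletal muscle inside the primary tumor blocks is a candidate explanation. Of the 12 muscle genes with at least 10 counts in a sample, 7 were lower in the metastasis of all 4 dogs and 12 in at least 3 dogs. Of the other 5, MYH1, MYH2 and TNNI2 were higher in the metastasis of 0 dogs, and MYH7 and MB in that of 1 dog. Muscle tissue and a change in the tumor cells cannot be told apart from these samples. The list also separated the 11 primary tumors, at a median of 207 CPM, from the 10 HGA, at 9.00 CPM (permutation p = 5.40e-04, Benjamini-Hochberg adjusted 0.00162). It did not separate the 4 metastases from the HGA, with a log2 difference of −0.56 (exact permutation p = 0.356). That comparison does not decide between the explanations, since the list was examined for its low values in the metastases. Of its 14 genes, 3 passed the filter in the comparison of HGA and AGASAC and 3 were called lower in HGA. Supplementary Table S4 holds 0 of them and no other list shares a gene. By the labels the metastases were in sublumbal lymph nodes. The site of the sample therefore differs between primary tumor and metastasis, and a biological difference stays open, untested.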

How the results depend on the processing

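The 8 apeglm fits other than the one with AGASAC as the reference level, the 21 tumors and default settings were chosen after seeing the data, and the other alternatives were not. The values that the alternatives are set against are 3032 called genes, 166 called panel genes, 128 shared with nCounter®, a Jaccard index of 0.582, an r of 0.949, a rho of 0.931, an r of 0.959 over the more abundant panel genes, those with a mean count at or above the panel's median, 54 genes called by nCounter® only and 38 by QuantSeq 3′ only. Of the values of these and the other summaries under the alternatives set earlier, leave-one-out fits aside, 100 stayed within their error or within 1.5 times the count and 38 moved. No correlation changed its sign.

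With at least 10 counts in every sample, 7410 genes were tested. It called 1452 genes, 1362 of them the same genes, and 88 panel genes, of which 68 were shared, with a Jaccard index of 0.337, an r of 0.947 in the more abundant genes, 114 genes called by nCounter® only and 20 by QuantSeq 3′ only. This filter removes genes absent from one tumor type, and 1 named gene kept a value. With the sequencing series as a covariate, which uses 20 tumors and 1 HGA in series B, 2009 genes were called, 103 of them panel genes, with a Jaccard index of 0.432, an r of 0.926, a rho of 0.904, an r of 0.936 in the more abundant genes, 96 genes called by nCounter® only and 17 by QuantSeq 3′ only. The extraction batch as a covariate gave an r of 0.927, and 0.941 in the more abundant genes. All 15 AGASAC samples gave an r of 0.936. Without a filter r was 0.917 and rho 0.889. Library size alone gave a Jaccard index of 0.507, with 32.8% of the calls higher in HGA against 50.2%. Benjamini-Hochberg adjustment gave 70 genes called by QuantSeq 3′ only. Apart from what the filter and the smaller number of samples explain, the cause was not tested.

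DESeq2 without shrinkage gave an r of 0.911, a rho of 0.880 and 60 genes called by QuantSeq 3′ only, and called 4508 genes, 2987 of them the same genes. With ashr, r was 0.911, rho 0.883 and r in the more abundant genes 0.946. With apeglm, the Jaccard index was 0.49, r 0.799, rho 0.800 and r in the more abundant genes 0.873, and 62.2% of the calls were higher in HGA. With its scale fixed at 1, r was 0.913, rho 0.892 and 59 genes were called by QuantSeq 3′ only. With apeglm's nbinomC method the Jaccard index was 0.479, r 0.785, rho 0.745 and r in the more abundant genes 0.858. With HGA as the reference level these correlations were 0.847, 0.845 and 0.928, with 36.1% of the calls higher in HGA, and with nbinomC as well 0.848, 0.813 and 0.928. With all 15 AGASAC samples and apeglm the Jaccard index was 0.507, r 0.815, rho 0.812 and r in the more abundant genes 0.878, and with nbinomC 0.498, 0.808, 0.777 and 0.868. With all 15 and HGA as the reference level these were 0.519, 0.856, 0.850 and 0.927, and with nbinomC 0.510, 0.850, 0.812 and 0.919, with 59 genes called by QuantSeq 3′ only in each. The cause was not tested for these results, apart from the prior scale.

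Among the named genes, 245 values under the alternatives set earlier kept their direction and their side of the threshold, and 1 did not. This was CYP4A11 under apeglm, at −3.72e-06. Under the apeglm fits added later, 8 further values fell under the threshold, and with all 15 AGASAC samples and nbinomC the log2FC of QRFPR was 4.68e-06 and the log2FC of ACTA1 was 6.63e-06, of opposite sign to the other fits and shrunken to near 0.

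With each of the 21 tumors left out in turn, 2828 to 3373 genes were called, the highest without HGA 10, and 152 to 164 panel genes, 118 to 127 of which were shared. The Jaccard index lay between 0.536 and 0.591, r between 0.941 and 0.952, rho between 0.917 and 0.935, r in the more abundant genes between 0.953 and 0.961, the genes called by nCounter® only between 55 and 64 and those by QuantSeq 3′ only between 30 and 42. The lowest correlations were those without HGA 10. All 394 values of the named genes in these fits kept their direction and their side of the threshold.

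The numbers of HGA and AGASAC do not pair the samples, as same-numbered samples had correlations between −0.0428 and 0.0445 and 0 of 10 were over 0.1. With the number as a block the Jaccard index was 0.512, r 0.934, r in the more abundant genes 0.944 and 25 genes were called by QuantSeq 3′ only. Between metastases and primary tumors, 0 genes were called, with 145 at an unadjusted p under 0.05, and 1 with the dog as a block and 5 with DESeq2. The block changed no other call. The count was 0 in each of the 4 fits that left out a dog, with all 11 primary tumors, with all 25 samples in one fit, with RLE, without a filter and with Benjamini-Hochberg adjustment. On simulated counts with 4 against 4 samples edgeR called 0 of 192 genes changed by a log2FC of 2 and 155 of 187 changed by 4, so changes of 2 were under its reach at this depth.

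The mean panel counts of 2.31 and 20.1 CPM at the 10th percentile and the median were 2.17 and 19.8 over the 21 primary tumors, within the SD between samples.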

Differences from the paper's values

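The Pearson r of the log2FC between QuantSeq 3′ and nCounter® was 0.949 (jackknife standard error 0.0121) and the paper's is 0.91. The paper's methods give DESeq2 without shrinkage for this correlation. A gap in a correlation was taken as closed when it was no larger than the standard error. Of the alternatives set before the data were examined, DESeq2 without shrinkage (0.911), DESeq2 with ashr (0.911) and edgeR without a filter (0.917) closed the gap. It was not closed by apeglm (0.799), RLE and library size alone (0.949), at least 10 counts in every sample (0.944), all 15 AGASAC samples (0.936), the extraction batch (0.927), the sequencing series (0.926) or DV200 (0.946) as a covariate, the replicate block (0.934) or leaving out any tumor (0.941 to 0.952). The apeglm fit with the scale fixed at 1, chosen after seeing the values, gave 0.913. The Spearman rho was 0.931 (standard error 0.0187) against the paper's 0.87. DESeq2 without shrinkage (0.880) and with ashr (0.883) closed this gap and no other alternative set before the data were examined did.

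QuantSeq 3′ alone called 13 panel genes “up” and 25 “down” where the paper's numbers are 8 and 42. For the genes “up,” the gap was closed by edgeR without a filter (10), at least 10 counts in every sample (8), the extraction batch (11), the sequencing series (6), DV200 (11), the replicate block (6) and 16 of the 21 fits that left out a tumor (8 to 16 over all of them). It was not closed by DESeq2 without shrinkage (18), apeglm (15), ashr (15), RLE (13), library size alone (5), all 15 AGASAC samples (17), Benjamini-Hochberg adjustment (22), the adjusted p alone (18) or adjustment over the list alone (15). For the genes “down,” it was closed by DESeq2 without shrinkage (42) and with ashr (42), library size alone (44), no filter (30), all 15 AGASAC samples (35), DV200 (32), Benjamini-Hochberg adjustment (48), the adjusted p alone (31), adjustment over the list alone (29) and leaving out HGA 8 (29). It was not closed by apeglm (18), RLE (25), at least 10 counts in every sample (12), the extraction batch (27), the sequencing series (11), the replicate block (19) or leaving out any other tumor (21 to 26). Of the alternatives chosen after seeing the values, apeglm with HGA as the reference level gave 9 “up” and 41 “down” with either of its methods, and 9 and 50 with all 15 AGASAC samples, and with the scale fixed at 1 it gave 42 “down.”

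The paper's QuantSeq 3′ log2FC of KRT14 is 5.13e-06 and the value here was 11.23 (standard error 0.85). None of the alternatives set before the data were examined closed the gap, with values from 10.83 to 12.81, or from 10.94 to 12.02 with a tumor left out. The paper's log2FC of TNFRSF18 is 1.44e-05 and the value here was 5.89 (standard error 0.53), and none of them closed this gap either, with values from 5.59 to 6.26, or from 5.74 to 6.47 with a tumor left out. The apeglm fits chosen after seeing the values gave 11.08 to 11.47 for KRT14. The paper's log2FC of IL15 is −3.94 and the value here was −3.14 (standard error 0.62). A gap in a log2FC was taken as closed when the sign was the same and it was no larger than this error. The gap was closed by library size alone (−3.48), by the extraction batch (−3.44) and DV200 (−3.41) as covariates, and by leaving out HGA 1 (−3.45) or HGA 7 (−3.70). It was not closed by the other alternatives set before the data were examined that tested the gene.

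The paper's lowest depth of a sample is 4025165 trimmed reads, and the lowest total here was 1562347 counts on genes. These are not the same quantity, and no alternative bears on it.

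The paper names the genes of the nCounter® panel that its QuantSeq 3′ data lack, and GNLY, one of the Panel Plus genes, is not among them but is not listed in the count table under that symbol. The paper lists KRT14 and TNFRSF18 as called by nCounter® only, and both were called by both methods here.

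Of the 170 panel genes that the paper calls by QuantSeq 3′, 26 were not called here. DESeq2 called 24 of these without shrinkage and 24 with ashr, edgeR without a filter called 11, all 15 AGASAC samples 10, Benjamini-Hochberg adjustment 6, library size alone 5, adjustment over the list alone 5, apeglm 4, DV200 4, the replicate block 2, and RLE and the extraction batch 1 each. Leaving out a tumor called 6 in at least 1 fit, at most 3 in the same fit, which was that without HGA 8. Of the apeglm fits chosen after seeing the values, those with HGA as the reference level called 24, or 25 with all 15 AGASAC samples, that with the scale fixed at 1 called 24, that with the nbinomC method 4, and those with all 15 AGASAC samples and AGASAC as the reference level 9. SLAMF6, which the paper calls by QuantSeq 3′, did not pass the filter here. It was called by DESeq2 without shrinkage at a log2FC of −4.43 (adjusted p = 0.00184 from DESeq2's Wald test with Benjamini-Yekutieli adjustment) and with ashr, by edgeR without a filter at −4.53 (adjusted p = 0.00725 from edgeR's quasi-likelihood test with Benjamini-Yekutieli adjustment), and by the apeglm fits with HGA as the reference level or with the scale fixed at 1.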

Other observations

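The tests of the shrinkage prior, of the reference level, of shrinkage as the origin of the one-method genes and the odds ratio used beside the platform offset were chosen after the result was seen. So were the correlation before thinning of the genes that were tested after it, and the restriction of the test of few counts in genes called by nCounter® only to tested genes. The tests of few counts without this restriction and those of the platform offset, of the thinning and of the splits were set earlier.

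In the 100 splits of the 21 primary tumors, the real split included, 1 gave as large a value for each of the number of called panel genes, the number shared with nCounter®, the Jaccard index, the Pearson and Spearman correlations and the Pearson correlation over the more abundant panel genes, those with a mean count at or above the panel's median. The largest value in another split was 0 called genes, and an r of 0.864, a rho of 0.879 and an r of 0.882 in the more abundant genes, without regard to sign. These correlations came from a split that kept 8 HGA together. The nCounter® values stayed those of the real groups of the same RNA, which favors the real split in every measure against nCounter®. With 0 called genes the shared number and the Jaccard index are 0 as well. The splits therefore bear on the number of called panel genes only.

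The metastases were compared with the primary tumors of the same dogs, which the paper does not report. Of 12629 tested genes 0 were called, and 145 had an unadjusted p under 0.05. These are 1.15% of the tested genes, fewer than that threshold gives by chance. The test did not pair the samples by dog, so differences between dogs stayed in its spread. The count of 0 therefore does not show that metastases and primary tumors are alike. All 35 splits of the 8 samples gave as many called genes, which is fixed by the count of 0 and decides nothing, and the largest count in another split was 6. At an unadjusted p under 0.05, 32 of the 35 splits gave as many genes. With the dog as a block, 1 gene was called, ACTA1, at a log2FC of −8.59 (standard error 0.30, adjusted p = 0.00104 from edgeR's quasi-likelihood test with Benjamini-Yekutieli adjustment), lower in 4 of 4 dogs, and 491 genes had an unadjusted p under 0.05. Of the 8 splits that part all 4 dogs, 1 gave as many called genes, which is the real one, and the others gave 0. As many genes at an unadjusted p under 0.05 were given by 5 of the 8, the real one included. With 8 splits this share cannot fall under 0.05, so the splits do not decide on the block result. DESeq2 called 5 genes, which were MYLPF at −4.09, MYL1 at −9.26, ACTA1 at −8.74, CKM at −8.46 and SPOCK2 at 1.61, of which the first 4 are in the skeletal muscle list.

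The marker lists were compared between metastases and primary tumors by exact permutation tests of 4 against 4, and between HGA and primary AGASAC by permutation tests, with Benjamini-Hochberg adjustment over the 9 lists in each. The tests of 4 against 4 did not pair the samples by dog, although both samples of a dog deviated together from their group means. The metastases were in sublumbal lymph nodes by the labels, and no test here separated node tissue from tumor. With the dogs kept as pairs, 8 splits remain, and p could not fall under 0.05. The T cell list (10 genes, 7 of them in Supplementary Table S4) was higher in the metastasis of 4 of 4 dogs, by 0.82 on the log2 scale (exact permutation p = 0.0286, adjusted 0.129 by Benjamini-Hochberg), and its median was 28.6 CPM in the 11 primary tumors and 10.5 CPM in HGA (permutation p = 0.00134, adjusted 0.00301 by Benjamini-Hochberg). The B cell list (12 genes, 4 in the table) was higher in 3 of 4 dogs, by 0.49 (exact permutation p = 0.286), and its median was 40.5 CPM in the primary tumors and 16.6 in HGA (permutation p = 0.0153, adjusted 0.0229 by Benjamini-Hochberg). The lymph node stroma list, of which 5 of 7 genes were found, differed by 0.68 between metastases and primary tumors (exact permutation p = 0.286) and was higher in HGA, at 53.9 against 12.2 CPM (permutation p = 1.70e-04, adjusted 7.65e-04 by Benjamini-Hochberg). CCL21 carried this sum, with means of 57.7 CPM in HGA and 3.01 in the primary tumors, and LYVE1 had 8.33 and 2.65. CCL19, at 2.99 and 4.41, CXCL13, at 0.827 and 1.62, and CLEC4G, at 0 and 0.171, were lower in HGA. The list as a whole therefore did not move together. The squamous epithelium list, of which 10 of 11 genes were found, had a median of 5161 CPM in HGA and 158 in the primary tumors (permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted 9e-05 by Benjamini-Hochberg), led by KRT14 and KRT5, and differed by −0.03 between metastases and primary tumors (exact permutation p = 0.943). The macrophage list was lower in HGA, at 200 against 333 CPM (permutation p = 0.00914, adjusted 0.0165 by Benjamini-Hochberg). The proliferation list, at 307 and 571 CPM (permutation p = 0.0544), and the smooth muscle list, at 174 and 237 CPM (permutation p = 0.359), did not separate HGA from the primary tumors. HGA 10, at 1319 CPM, and HGA 4, at 934, had higher proliferation sums than any primary tumor. The other HGA lay between 195 and 421 CPM, the primary tumors between 361 and 907, and no test left these HGA out. PCNA, the most abundant gene, and TYMS had higher means in HGA, and the other proliferation genes lower ones. The sum of the plasma cell list was 542 and 502 CPM (permutation p = 0.775), but its genes moved in opposite directions, with means of 477 CPM in HGA and 13.0 in the primary tumors for SDC1, of 31.3 and 457 for XBP1 and of 39.1 and 79.0 for JCHAIN, so the sum says nothing on plasma cells. Between metastases and primary tumors these lists differed by −0.14, 0.05, 0.28 and −0.16 in the order macrophage, plasma cell, proliferation and smooth muscle, with exact permutation p of 0.771, 0.771, 0.371 and 0.8286. Supplementary Table S4 holds 2 genes of the lymph node stroma list, 1 of the squamous epithelium list, 6 of the macrophage list, 3 of the plasma cell list, 5 of the proliferation list and 0 of the smooth muscle list, and no gene is in more than 1 list.

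In Supplementary Table S4, the paper's shrunken QuantSeq 3′ log2FC lies within 0.01 of 0 for 383 of the 599 genes, and the smallest absolute value of the others is 0.355. Of the 383 genes, 26 have an adjusted p of at most 0.05 by the paper's Benjamini-Yekutieli adjustment, and 17 of these are listed as called by nCounter® only, of which 13 were called here by edgeR and 16 by DESeq2 without shrinkage. The authors' deposited table shows the same pattern, with 18588 genes within 0.01 of 0, of which 2729 are among its 8630 genes with a Benjamini-Hochberg adjusted p of at most 0.05. A hypothesis is that the shrinkage prior reached its lower limit. In apeglm fits of the 21 tumors the estimated scale was 0.001 and 421 panel genes lay within 0.01 of 0, and with the scale fixed at 1 there were 8. A second hypothesis is that these genes had few counts. The 26 genes had a median of 12.2 CPM and the 170 genes that the table calls had 55.2 CPM (permutation p = 0.00157). Each result is consistent with its hypothesis for the set of genes, but not for each gene. KRT14 is among the 26 genes with 2057 CPM, CTSH with 431 and EGFR with 372, and the log2FC of KRT14 was 11.08 to 11.47 in the apeglm fits. Of the 26 genes, 1 lay within 0.01 of 0 with apeglm and AGASAC as the reference level and 14 with HGA as the reference level, so the others stay without an explanation. The paper's text does not name its shrinkage estimator.

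Of the 26 genes, 24 are higher in HGA by nCounter® and 2 lower. A hypothesis is that the reference level of the model sets which direction is shrunken to 0. With apeglm and HGA as the reference level, 93.9% of the significant genes within 0.01 of 0 were higher in HGA, and with AGASAC as the reference level 3.60% were, which is consistent with this hypothesis. In the authors' deposited table, 1625 of the 2729 such genes are higher in HGA and 1104 lower. The log2FC of that table had an r of 0.986 across genes with an apeglm fit of the 25 samples with HGA as the reference level and of 0.720 with AGASAC as the reference level.

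Genes called by nCounter® only were more often “up” than genes called by QuantSeq 3′ only, in the paper's table (Fisher's exact test p = 4.91e-10) and here, with 32 “up” and 22 “down” against 13 and 25. A hypothesis that shrinkage is the whole origin of this is argued against, since the association was present with the unshrunken log2FC (Fisher's exact test p = 0.0212). Its size moved with the setting, and the alternatives were not tested for it. At least 10 counts in every sample gave 57 “up” and 57 “down” against 8 and 12. DESeq2 without shrinkage gave 28 and 13 against 18 and 42. With apeglm and AGASAC as the reference level there were 30 and 46 against 15 and 18. An offset between the platforms is a candidate explanation that stays open. After the median difference of −0.11 over genes called by neither method was subtracted, 3 calls changed and the test gave p = 0.0542 (Fisher's exact test), which passes the threshold set earlier, but the odds ratio moved only from 2.80 to 2.49. The association also moved with the scaling. Library size alone, which shifted the median log2FC by −0.30, gave 45 “up” and 20 “down” against 5 and 44.

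The tested genes called by nCounter® only had fewer QuantSeq 3′ counts than the shared genes, with medians of 24.4 CPM over 31 genes and 88.1 CPM over 128 (permutation p = 0.00364). With the genes that did not pass the filter, which has few counts as its criterion, p was 1e-05, the smallest that 100000 resamples can give. A hypothesis is that few QuantSeq 3′ counts keep genes from being called, and the test is consistent with it. Shared genes also have the larger fold changes by the way they are called, and these were not separated from the counts.

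The log2FC correlation with nCounter® was 0.959 in the more abundant of the tested panel genes and 0.899 in the less abundant ones. A hypothesis is that sampling noise of low counts lowers r in the latter, which stays open. Thinning the counts of the more abundant genes to 8.68% of their number, the depth of the less abundant ones, left a median r of 0.971 over 10 draws (0.969 to 0.975), with 164 to 172 genes tested, and the median r of the same genes before thinning was 0.963. The test does not decide, since the filter took out the least abundant of the thinned genes. Also, the nCounter® log2FC had an SD of 2.38 in the more abundant and 1.42 in the less abundant genes, and a narrower range lowers a correlation.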
